A study of Mus musculus with 12 samples. Its data were reported in "Chromatin architecture at susceptible gene loci in cerebellar Purkinje cells characterizes DNA damage–induced neurodegeneration" (2021).

How the data were processed

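RNA polymerase II (Pol II) binding was profiled by chromatin immunoprecipitation and sequencing (ChIP-seq) in whole cerebellum from mice aged 10 to 12 months. Cerebella came from control mice and from double-mutant mice (Atm Nes-cre;Aptx−/−), which lack the DNA damage kinase ATM in the nervous system and the strand-break repair factor APTX throughout the body. The comparison used 6 Pol II libraries, 3 per genotype, each from a separate sample. A further 6 input samples, sheared chromatin without immunoprecipitation, had no file of their own here. The series title names total Pol II and the antibody field of the labels names Pol II without a form. The protocol text of the labels and the methods of the study both describe, for ChIP-seq, an antibody against the pSer5 form, in which the repeat of the Pol II tail is phosphorylated. The title stays at odds with these sources, and the target is called Pol II throughout.

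Per the labels and the methods of the study, the authors aligned single-end reads to the mm9 mouse genome with BWA, removed duplicates marked by Picard, kept uniquely placed reads with SAMtools, and called peaks with MACS2 against input at a false discovery rate of 0.05. Peaks were called by the authors in each library on its own, and no replicates were pooled. Each deposited list holds the position of every peak, its summit and 4 values given by MACS2. The deposited score is 10 times the −log10 of the q-value with its decimals dropped, and it was not used further. The deposited fold is the ratio of fragments at the summit to the local background, each increased by 1 fragment. The deposited −log10 p-value and −log10 q-value rate the summit against a Poisson background, and the lowest −log10 q-value in a list lay between 1.33 and 1.44. All of these are the authors' values for a peak and were used to describe, rank or filter peaks inside the list that holds them. The lists hold no read counts, so the count model that the study applied to its peak regions was not used here.

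Coordinates are 1-based on mm9. The reference was the NCBIM37 assembly, which is the same build, with the GENCODE M1 annotation. All 21 chromosome names of the lists occur in that assembly, and 0 peaks ended beyond the end of their chromosome. In the list of control 1, 79.99% of peaks lay at a promoter, against 8.72% after every peak had been moved by 1 Mb. A promoter was the span within 1000 bp of an annotated transcription start. The study used RefSeq starts for its promoters, so the sets of promoters differ.

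Regions were the union of the peak intervals of the 6 lists, and an overlap of at least 1 bp joined peaks into a region or placed a peak in it. Covered length was the merged length of a list. Likeness of lists was the base-pair Jaccard index, the shared length as a percentage of the joint length. For ranks, each region took the largest fold among the peaks of a list, regions with a peak in all 6 lists were ranked inside each list, and the ranks were turned into normal scores. Genotypes were compared with limma (lmFit and eBayes, no covariates) and Benjamini-Hochberg adjustment at 0.05. For promoters, each protein-coding gene took the largest fold among the peaks at any of its starts, and genes with a promoter peak in all 6 lists were given a rank percentile inside each list. Genes that share a start region share a peak and its value.

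Values per library were compared by an exact permutation test over all 20 relabellings, two-sided unless stated. These amount to 10 distinct splits, and the smallest p such a test can give is 0.1. No comparison of single values could therefore pass 0.05. The Purkinje cell list held 14 genes that the study names as expressed in these neurons and affected. Its median change of rank was set against 10000 random lists of promoters of like mean rank, each gene being drawn from the 100 promoters nearest to it. The named genes, the named regions, the tests and most alternatives were fixed before the data were examined. Named genes were the Purkinje list, the granule neuron genes Chn2 and Camk4, the comparison genes Gapdh, Actb and Ube2e2, and Atm and Aptx. Named regions were the 3 in each direction of highest mean rank by −log10 q among those found in every library of one genotype and none of the other, the 3 of smallest adjusted p in each direction past the limma threshold, and the region of highest mean rank.

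The depth of the libraries was not given in the lists, and it was inferred from them. MACS2 computes the fold and the p-value of a peak from a whole number of fragments and a background, so both were solved from the deposited pair of values. A solution within rounding was found for 100% of peaks in every list. In 2 lists this required a scale for the fragments, 0.959 for control 2 and 0.995 for double mutant 1, as MACS2 applies when a ChIP library is larger than its input. The lowest background of a list grows with the number of reads and the fragment length. Divided by the shortest peak width, taken as the fragment length under the default settings of MACS2, it gave a relative depth. That step rests on default settings and gives no read total. An attempt to thin the lists to equal depth left nearly all peaks in place and cannot alter widths, so it was set aside after its result had been seen and replaced by a comparison of 2 libraries per genotype in which the mean relative depth was higher in double mutants. Precision is limited by the 3 libraries per genotype, and no counting interval is given for a list of peaks.

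Alternatives were peaks with a −log10 q-value of at least 5, peaks with a fold of at least 4, lists cut to the length of the shortest, autosomes alone, peaks within 500 bp merged, other measures of overlap, ranking by −log10 p, promoters of 200 bp, regions present in at least 4 lists, other limma settings, and leaving out each library in turn. The limma step was tested on simulated data made from the 11884 shared regions. With 200 regions moved by 2 normal-score units, 94.0% were recovered with 10 unchanged regions among the 198 called, and with a move of 1 unit 2.00% were. With no region moved, 0 were called. The random-list step, tested on simulated lists from 10726 promoters, placed 6.50% of 200 unchanged lists outside the middle 95% of random lists and found 100% of 50 lists moved by 20 percentile points. The solving step returned the simulated fragments for 100% of 4000 peaks without a scale and for 99.98% of 3998 peaks with one. Marker lists of p53 targets, oligodendrocytes, microglia and astroglia were written down after the regions called by −log10 p had been seen and before the lists were tested, and Cdkn1a, Phlda3, S1pr5 and Gpr37, seen among those regions, were left off them. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.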

Results

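Pol II peaks were compared between 3 control and 3 double-mutant cerebella to ask whether chronic DNA damage alters where Pol II sits on the genome. Each library contributed its own peak list. The lists held 15245, 16308 and 17974 peaks in controls 1 to 3 and 15225, 15320 and 13881 peaks in double mutants 1 to 3. The background implied by the peak statistics served as the measure of depth. Its lowest value was 2.82, 3.33 and 2.67 fragments per position in the controls and 2.47, 2.69 and 2.33 in the double mutants. The 5th percentile of the background averaged 2.94 ± 0.35 fragments in control lists (SD, n = 3) and 2.49 ± 0.18 in double-mutant lists (SD, n = 3), and the difference of −0.446 was not distinguishable from the spread between libraries (exact permutation test, p = 0.2). With one library left out at a time, this difference ran from −0.582 without control 3 to −0.250 without control 2. Fragment length also enters the background. The lowest background was therefore divided by the shortest peak width, which gave 13.7 ± 1.6 fragments per 1000 bp in controls and 12.8 ± 1.6 in double mutants (SD, n = 3; exact permutation test, p = 0.5). Double mutant 2, at 14.5, lay above controls 1 and 3, at 12.8 and 12.7.

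The inactivated genes were examined first. Promoter peaks were present in all 6 lists at Atm (ENSMUSG00000034218.8, chromosome 9, outermost start at 53344845, minus strand, with the Npat promoter within 1000 bp) and at Aptx (ENSMUSG00000028411.9, chromosome 4, outermost start at 40650227, minus strand). A peak list does not show whether the transcript that follows is intact, so these promoters do not test the genotype labels. The Atm promoter stood at rank percentiles of 23.8, 29.0 and 23.9 in the controls and 33.9, 61.5 and 40.6 in the double mutants, where 100 is the strongest promoter peak of a list. The means were 25.6 ± 3.0 and 45.4 ± 14.4 (SD, n = 3), and the difference of 19.8 percentile points had the smallest p that the design allows (exact permutation test, p = 0.1). Aptx moved from 51.8 ± 2.4 to 71.7 ± 15.7 (SD, n = 3; exact permutation test, p = 0.2), with overlap between the genotypes. The difference at Atm rests in part on double mutant 2, without which it was 11.7. With ranks by −log10 p the differences were 5.50 percentile points at Atm and 5.63 at Aptx.

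Peak number did not separate the genotypes. Control lists averaged 16509 ± 1376 peaks and double-mutant lists 14809 ± 805 (SD, n = 3). The difference of −1700 peaks, or −10.3%, was not distinguishable from the spread between libraries (exact permutation test, p = 0.2). The alternative that moved it most was to leave out control 3, after which it was −968 peaks.

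Covered length and peak width did separate them. The control lists covered 11.2, 12.4 and 14.1 Mb, and the double-mutant lists covered 10.0, 8.99 and 8.46 Mb. Mean covered length was 12.6 ± 1.4 Mb in controls and 9.16 ± 0.81 Mb in double mutants (SD, n = 3), a difference of −3.41 Mb or −27.1%. Median peak width was 688, 712 and 732 bp in controls and 614, 549 and 565 bp in double mutants, with means of 711 ± 22 and 576 ± 34 bp (SD, n = 3). For both measures every double-mutant list lay below every control list, and the exact permutation test gave p = 0.1, the smallest possible with 3 against 3 libraries. The shortest peak of a list was also shorter in double mutants, at 195, 185 and 205 bp against 220, 215 and 210 bp.

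**Figure D1:**
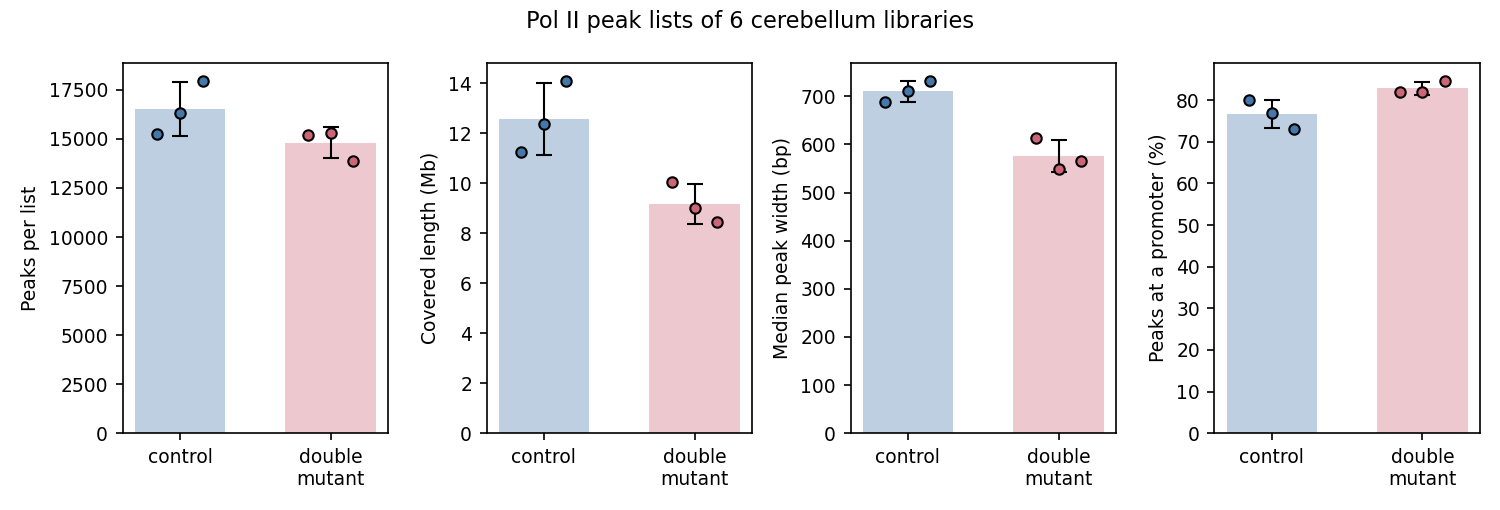
Peaks per list, covered length in Mb, median peak width in bp and the percentage of peaks at a promoter for control and double-mutant libraries. Bars are means, error bars are the SD of 3 libraries and points are single libraries; covered length, width and promoter share do not overlap between genotypes, whereas peak number does.

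The union of the 6 lists comprised 18929 regions with a median width of 759 bp. Of these, 11884 regions (62.8%) had a peak in all 6 lists and 2840 in a single list. The region of highest mean rank by fold spanned 121943549 to 121944647 on chromosome 2, at the promoter of Spg11, with a mean rank percentile of 99.8 and folds from 48.4 in double mutant 3 to 82.4 in control 1.

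To ask whether sites were gained or lost with genotype, regions with a peak in every library of one genotype and in none of the other were counted. There were 420 such regions in controls and 11 in double mutants. No test was made for a single region, since Fisher's exact test on 3 against 3 libraries cannot go below 0.1. In the 9 other splits of the libraries, the larger of both counts ranged from 13 to 164 regions and the smaller reached at most 10. The count depended on list length. When each list was limited to its strongest 13881 peaks by −log10 p, 172 control-only and 37 double-mutant-only regions remained, against at most 46 regions on either side in the other splits. It also depended on single libraries, since without control 1 there were 998 control-only regions and without double mutant 1 there were 688, while double-mutant-only regions numbered 41 without control 3, 24 without double mutant 1, 28 without double mutant 2 and 46 without double mutant 3. Fewer lists must then hold or lack a peak, which raises both counts.

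**Figure D2:**
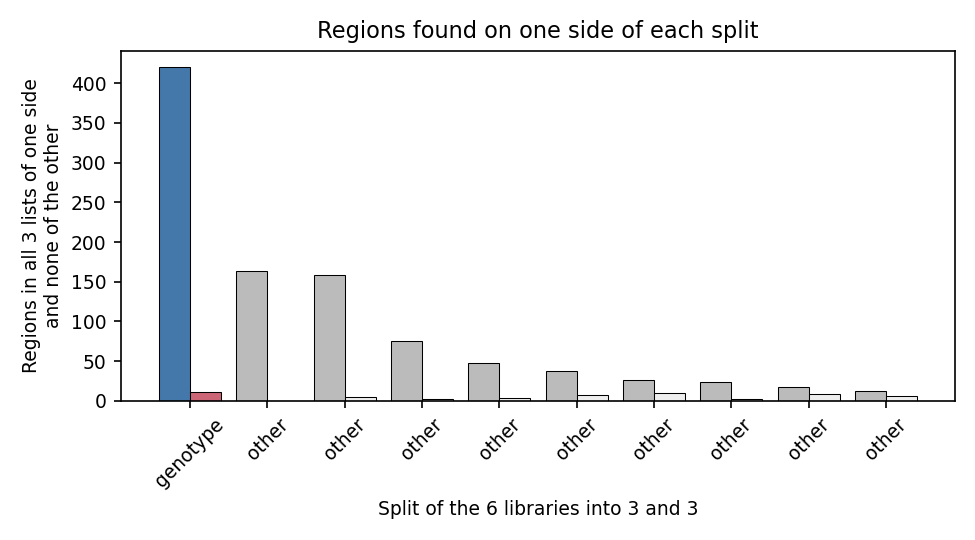
Number of regions with a peak in all 3 lists of one side and none of the other, for each of the 10 splits of the 6 libraries into 3 and 3. The left bar of a pair is the larger count and the right bar the smaller; the split by genotype gives 420 control-only (blue) and 11 double-mutant-only (red) regions, and the largest count in another split (grey) is 164.

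Control-only regions were weak. Their median fold, as given by the authors for each peak, was 4.33 in control 1, 4.803 in control 2 and 5.68 in control 3, against 18.0, 20.0 and 26.8 for regions shared by all lists. Promoters accounted for 37.1% of control-only regions and 87.9% of shared regions. The 3 control-only regions of highest rank were at 101507183 to 101507939 on chromosome 11 at a start of the small nuclear RNA gene U2 (folds of 19.4, 25.2 and 29.4 in controls 1 to 3), at 43239385 to 43239992 on chromosome 11 at the promoter of Pttg1 (folds of 9.91, 15.2 and 27.3), and at 100273809 to 100274456 on chromosome 15, an intergenic site 5659 bp from the nearest start, that of the ribosomal RNA gene n-R5s43 (folds of 11.4, 13.5 and 18.1). U2 belongs to a family of near-identical copies, so the placement of its reads is uncertain. The site on chromosome 15 overlaps no annotated gene, and the placement of its reads was not tested. The 3 double-mutant-only regions of highest rank were at 99126454 to 99126846 on chromosome 11 between genes, 19730 bp from the start of Krt24 (folds of 6.76, 6.09 and 4.37), at 116991784 to 116992128 on chromosome 10 between genes (folds of 3.98, 5.599 and 7.21), and at 70622309 to 70622726 on chromosome 10 at the promoter of Bicc1 (folds of 6.05, 5.42 and 4.69).

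By shared length, lists of one genotype were more alike than lists of different genotypes. The Jaccard index averaged 75.9% ± 2.0 over the 6 pairs within a genotype and 67.8% ± 5.6 over the 9 pairs between genotypes (SD over pairs). The difference of 8.12 percentage points was the largest among the 10 splits (exact permutation test, one-sided, p = 0.1). Single pairs overlapped, since control 1 and double mutant 1 shared 76.1% and controls 1 and 3 shared 73.4%. When likeness was instead the share of peaks of the shorter list that met the other list by at least 1 bp, the difference reversed to −0.36 percentage points (exact permutation test, one-sided, p = 0.8). That share averaged 95.1% within and 95.5% between genotypes. The Jaccard index cannot exceed the ratio of the covered lengths of a pair. Its difference is therefore not separate from the difference in covered length.

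**Figure D3:**
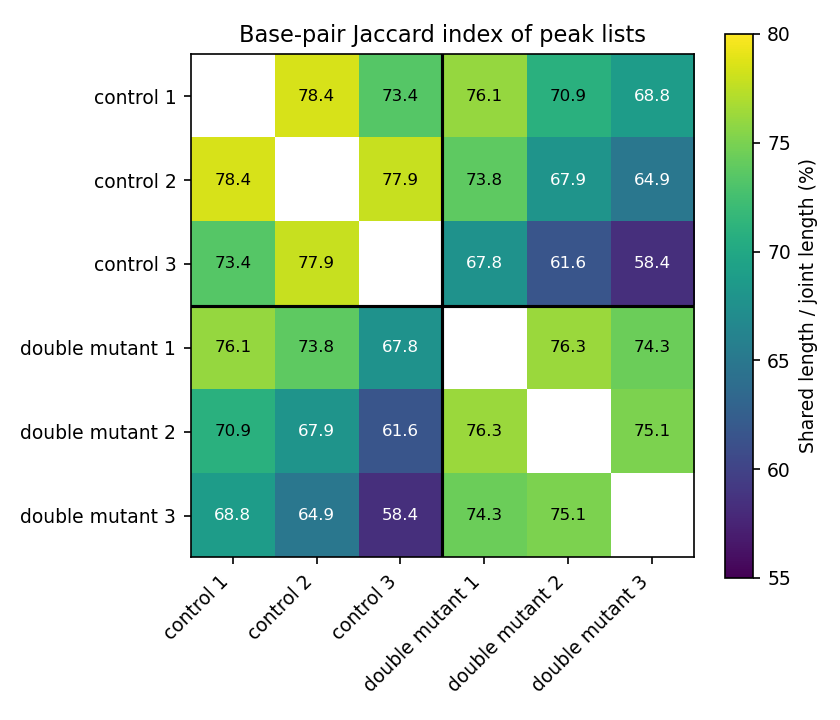
Base-pair Jaccard index, in percent, for every pair of peak lists, with black lines between genotypes. Pairs within a genotype lie between 73.4 and 78.4% and pairs between genotypes between 58.4 and 76.1%.

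Strength within a list was then compared at the 11884 shared regions. Ranked by fold, 0 regions passed an adjusted p of 0.05 in either direction (limma, smallest adjusted p = 0.293). At an unadjusted p under 0.05 there were 913 regions (7.68%), 492 of higher and 421 of lower rank in double mutants, where 594 are expected by chance. Ranking by −log10 p instead of fold changed the outcome, with 48 regions higher and 15 lower at an adjusted p under 0.05 (limma). In simulations, the test on fold ranks found 2.00% of changes of 1 normal-score unit, so the count of 0 does not exclude changes of that size.

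Promoters were the most frequent site of peaks. The share of peaks at a promoter was 79.99, 77.0 and 73.1% in controls and 82.0, 81.9 and 84.7% in double mutants. The means were 76.7% ± 3.4 and 82.9% ± 1.6 (SD, n = 3), without overlap (exact permutation test, p = 0.1). The share depended on list length, and with lists limited to 13881 peaks the difference shrank from 6.15 to 1.56 percentage points. The number of protein-coding genes with a promoter peak was 11726 ± 291 in controls and 11355 ± 322 in double mutants (SD, n = 3). The difference of −371 genes was not distinguishable from the spread between libraries (exact permutation test, p = 0.3). It ran from −515 genes without control 1 to −190 without double mutant 3 when one library was left out. With lists limited to 13881 peaks it was −137.

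Promoters of Purkinje cell genes were examined because the study asked whether they lose more Pol II than other promoters. The study asked this of a published Purkinje gene set, whereas the list here holds genes named in its text, so the sets differ. Of the 14 genes on the list, 10 had a promoter peak in all 6 lists. Afap1l1 lacked one in double mutant 3 and Slc1a3 in double mutant 2. Car8 and Bean1 had none in any list at their annotated start. Among 10726 shared promoters, the median rank percentile of the 10 genes was 40.7, 44.1 and 45.6 in controls and 46.1, 53.3 and 46.6 in double mutants. The means were 43.4 ± 2.5 and 48.7 ± 4.0 (SD, n = 3; exact permutation test, p = 0.1), so the median stood higher in each double-mutant library than in each control. The difference in means of 5.27 percentile points rests in part on double mutant 2, without which it was 2.94. The largest value with one library left out was 6.55, without double mutant 1. The study picked these genes partly from its own cerebellar data, so the list is not independent of it. Gene by gene the picture was mixed, with 6 genes higher and 4 lower. Their median change of 0.43 percentile points lay at the 51.0th percentile of random lists, whose middle 95% ran from −6.85 to 7.54. With ranks by −log10 p the difference in means reversed to −4.10 percentile points (exact permutation test, p = 0.5). A rank within a list cannot show a loss common to all promoters. The libraries came from whole cerebellum, where the study describes Purkinje cells as scarce beside granule neurons. Promoter peaks here mix cell types, so these ranks may miss a change confined to Purkinje cells.

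Cacnb4, Lynx1 and Pnpla3 are genes of this list for which the study reports a significant decrease of Pol II at the promoter by ChIP-seq. For Cacnb4 and Lynx1 it also reports less Pol II by chromatin immunoprecipitation with quantitative PCR, but not for Gapdh. A rank within a list is another measure and does not test those results. Cacnb4 (chromosome 2, outermost start at 52532350, minus strand) stood at percentile 50.3 ± 19.2 in controls and 47.4 ± 5.4 in double mutants (SD, n = 3; exact permutation test, p = 0.8). Lynx1 (chromosome 15, start at 74583409, minus strand) stood at 82.3 ± 7.9 and 86.4 ± 8.1 (SD, n = 3; exact permutation test, p = 0.5), and Pnpla3 (chromosome 15, start at 83998246, plus strand) at 89.8 ± 7.2 and 87.7 ± 15.3 (SD, n = 3; exact permutation test, p = 0.8). By fold, single libraries decided the direction at Cacnb4 and Pnpla3. The difference at Cacnb4 was 7.36 percentile points without control 2. That at Pnpla3 was 2.00 without control 2 and 6.66 without double mutant 3. Lynx1 kept its direction by fold whichever library was left out. Ranked by −log10 p, Lynx1 changed direction, and the differences were −9.72 percentile points at Cacnb4, −4.90 at Lynx1 and −7.92 at Pnpla3. Ranked by fold, Gapdh, a comparison gene, stood at 97.9 ± 1.4 and 98.9 ± 0.8 (SD, n = 3; exact permutation test, p = 0.5). Over the 17 named genes with a peak in all lists, differences by fold ran from −8.64 percentile points at Ttll5 to 19.9 at Aptx. Without control 2 the difference at Ttll5 was 6.10, while it stayed negative without each of the other libraries. Of the 17 genes, 1 had genotypes that did not overlap, Atm, where chance gives 10.0% of genes. Adjusted over the list alone, 0 genes passed 0.05, and the smallest adjusted p was 0.85 (exact permutation test).

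**Figure D4:**
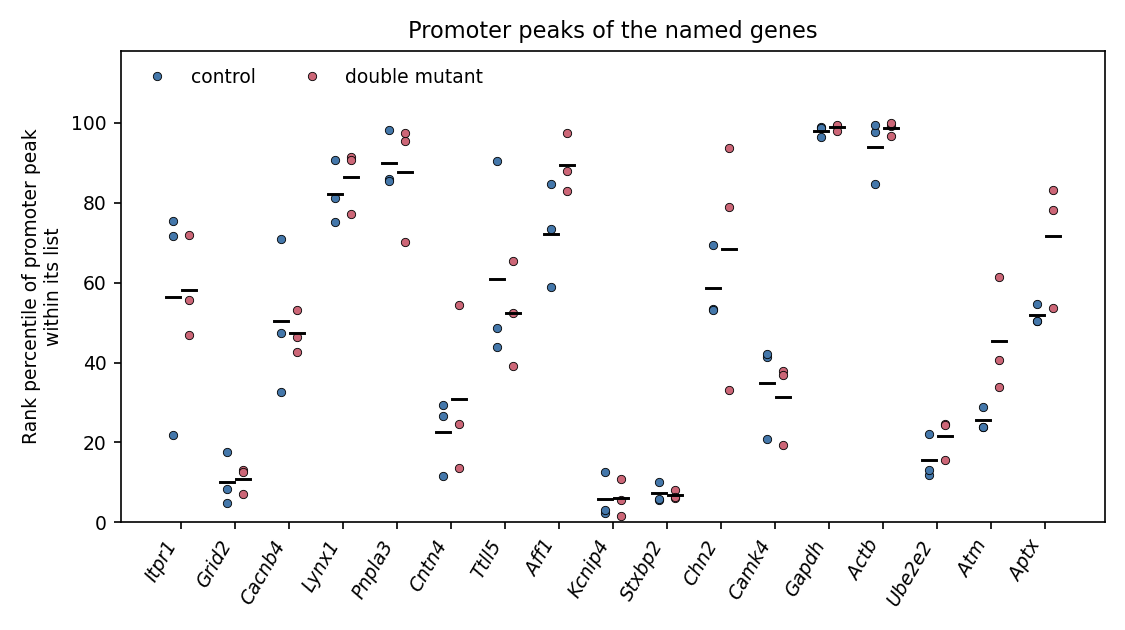
Rank percentile of the promoter peak within its list for the 17 named genes with a promoter peak in all 6 lists. Points are libraries and black lines are means of 3 libraries; the genotypes are apart only at Atm.

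On the X chromosome the lists held 457, 473 and 526 peaks in controls and 445, 443 and 414 in double mutants, which was 2.89 to 2.998% of peaks. On the Y chromosome there were 2 peaks in double mutant 1 and 0 in each of the other lists.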

Values the study reported

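For ChIP-seq with an antibody against the phosphorylated (pSer5) form, the study reported that occupancy at several promoters of Purkinje genes was lower by 20 to 45% in the double-mutant cerebellum. Averaged over promoter regions, its log2 fold change was −0.54. It described the further reduction at Purkinje genes as a trend without significance. That statement concerns a published Purkinje gene set and not the list used here. These values come from read counts scaled by library size, which the peak lists used here do not hold. By chromatin immunoprecipitation with quantitative PCR, the study also reported significantly less total and pSer5 Pol II at Cacnb4 and Lynx1. No such decrease was reported at Gapdh.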

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

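The tests in this part were chosen only after the peaks on the Y chromosome had been seen. The list of double mutant 1 had 2 peaks on the Y chromosome, which are counted among its peaks but were the subject of no comparison of genotypes, and every other list, the controls among them, had 0. The peaks spanned 346508 to 347290, at the promoter of Eif2s3y (fold of 13.3, 45 fragments at the summit), and 622847 to 623224, at the promoter of Ddx3y (fold of 7.22, 28 fragments). Xist, the RNA transcribed from an inactive X chromosome, gives a second reading of sex. All 5 libraries without Y peaks had a peak at the Xist promoter (chromosome X, start at 100678556, minus strand), with folds from 4.78 in double mutant 3 to 7.20 in control 2, and double mutant 1 had 0 peaks there.

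Male material mixed into a mostly female sample would have left the Xist peak in place, and 0 were found, which argues against such a mixture. A small female share in a male sample stays open, since the Xist peaks were weak. A library from 1 male mouse among 5 from females would give what was seen, with an Xist peak in 5 of 5 libraries that lack Y peaks, and may be the source. The labels give no sex, and the study used mice of either sex. Whether the genotype label of this sample is right was not tested. With autosomes alone there were 409 control-only and 11 double-mutant-only regions.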

How the results depend on the processing

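The alternatives that correct ranks for GC content and that hold the number of summit fragments alike were chosen after the data had been seen, and the others before. Peak number, covered length, median width, the implied background, the promoter share and the number of genes with a promoter peak kept their direction under each alternative run, although a p that cannot fall under 0.1 tells nothing about stability. The difference in covered length ranged from −4.08 to −2.65 Mb across the 6 fits that each left out one library. The difference in median width ranged from −83.2 to −6.83 bp over 7 windows of summit fragments.

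Counts of one-sided regions kept their order, control-only regions being more numerous under each alternative run, but changed in size. With the strongest 13881 peaks of each list there were 172 control-only and 37 double-mutant-only regions, and shorter lists by construction lose weak regions first. Peaks with a −log10 q of at least 5 gave 366 control-only and 5 double-mutant-only regions. Across the 6 fits that each left out one library, control-only regions ran from 480 to 998 and double-mutant-only regions from 12 to 46, as fewer libraries must then hold or lack a peak. Requiring a summit in the region changed nothing by construction, since every summit lies in its own peak.

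Likeness within against between genotypes reversed to −0.36 percentage points when the share of peaks meeting by at least 1 bp replaced the Jaccard index, and was 6.98 when peaks had to overlap by 50% of each. The first measure ignores width. The Purkinje list reversed to −4.10 percentile points with ranks by −log10 p, and its place among random lists moved to percentile 16.9. The cause was not tested. Across the fits without one library that place ran from 38.7 to 75.8, inside the middle 95% each time.

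Counts of regions with a changed rank depended on the measure ranked. Ranking by −log10 p gave 48 higher and 15 lower regions, and 33 and 14 after correction for GC content. Trend and robust settings of limma gave 3 higher and 1 lower, and regions in at least 4 lists gave 1 higher. Each fit by fold that left out one library gave 0, with 757 to 910 regions at an unadjusted p under 0.05. The cause of the gap between both rankings was not tested. Of 136 alternatives for 17 named promoters, 130 moved the value by less than 1 SD and 6 by more, and 24 gave a difference of other sign. The 6 were all ranks by −log10 p, among them Atm and Aptx, whose differences became 5.50 and 5.63 percentile points. Most of the 136 left out one library, which cannot move a mean of 3 by 1 SD of its group. The count of 130 therefore says little about stability. The lists limit what can be seen of shared regions, since they hold no counts. No paired analysis was possible because the labels give no replicate numbers shared between genotypes.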

Other observations

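The comparisons of covered length, peak width and one-sided regions were planned, whereas the tests of what lies behind them, those of GC content and the counts of splits with as many regions at an unadjusted p or by −log10 p were chosen after the results had been seen. A first test of depth by thinning the lists was set aside after its result was known. The window of 50 to 80 fragments was set after a look at widths by fragment number, and the other windows were added later. The test near the inactivated genes was prompted by called regions on their chromosomes, and the marker lists were written after the calls by −log10 p were seen; the rule that a list decides nothing when both rankings differ, or when it has few genes, was set after the values of the lists were seen.

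The double-mutant lists covered less of the genome, and depth was weighed first. Leaving out the deepest control (control 2) and the shallowest double mutant (double mutant 3), the mean implied depth was higher in double mutants, at 13.6 against 12.8 fragments per 1000 bp, with 2 libraries per genotype. Covered length still differed by −3.16 Mb, each double mutant lying below each control. The higher mean came from double mutant 2 alone, at 14.5, since double mutant 1, at 12.6, lay below both controls, and before division by the shortest width the lowest background was 2.47 and 2.69 in these double mutants and 2.82 and 2.67 in these controls. Depth and genotype therefore cannot be told apart here. Signal over background was examined next. The median log2 ratio of summit fragments to lowest background at shared regions was 5.16, 5.35 and 5.78 in controls and 5.19, 4.72 and 4.54 in double mutants, a difference in means of −0.62 (exact permutation test, p = 0.2). Across the 6 libraries it tracked covered length with a Spearman rho of 0.943 (permutation p = 0.0167) and a Pearson r of 0.963 (permutation p = 0.00278), the only relation of this kind computed. Both measures come from the same peaks. Without double mutant 3 and control 3, which lie farthest from the median, r was 0.879. A genotype holds 3 libraries, too few for a value within genotypes. Double mutant 1 and control 1 had like ratios, 5.19 and 5.16, yet covered 10.0 and 11.2 Mb. The ratio leaves the gap of that pair unexplained. In the other libraries, a shorter covered length may reflect a lower signal over background in the library as a whole. Whether that comes from less efficient precipitation or from less Pol II on promoters stays open, because nothing in the lists gives an outside standard.

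The narrowing was set against the number of fragments per peak. Among peaks with 50 to 80 fragments at the summit, median width was 672, 630 and 672 bp in controls and 627, 601 and 661 bp in double mutants, so that the genotypes overlapped and the difference was −28.2 bp in place of −135 bp. That window was not typical of all. Over 7 windows from 10 to 400 fragments, the gap ran from −6.83 bp at 30 to 50 fragments to −83.2 bp at 120 to 200, and the genotypes overlapped in 6 windows but not at 120 to 200. The windows also hold different peaks in each library, with 648 peaks in double mutant 3 and 4251 in control 2 at 120 to 200. How much of the narrowing goes with fewer fragments per peak therefore stays open. Over all peaks, shorter fragments alone do not account for the whole gap, since the shortest width differed by −20.0 bp. Median width less shortest width was still 468, 497 and 522 bp in controls and 419, 364 and 360 bp in double mutants. At 50 to 80 fragments this measure was 452, 415 and 462 bp in controls and 432, 416 and 456 bp in double mutants, with overlap. Shorter fragments therefore stay open as the source of the smaller gap in that window.

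The excess of control-only regions was largest in the real split, and 1 of the 10 splits of the 6 libraries, the real one, gave as many one-sided regions. With 10 splits chance cannot be told apart from an effect of genotype. Among the same 4 libraries, 692 regions had a peak in both of controls 1 and 3 and in neither of double mutants 1 and 2, against 59 in the opposite direction, which leaves lower depth open for the reason given for covered length. Of the 420 control-only regions, 99.8% lay in the lower ranks of the regions found in all controls. They made up 6.39% of the 6558 lower-ranked regions and 0.014% of the 7137 upper-ranked ones, where only the U2 region stood. Their mean −log10 q in the controls was at least 5 in 400 of the 420 (95.2%), which argues against sites at the edge of the calling threshold in controls. Control-only regions may thus be sites of low rank that are still called clearly in controls, and whether lower signal of the whole library or less Pol II at these sites left them uncalled in double mutants stays open. The Pttg1 promoter, with folds up to 27.3 in a control and no peak in any double mutant, is among the lower-ranked ones, and a strain variant or another technical source was not tested for it.

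Ranked by fold, 1 of the 10 splits, the real one, gave as many regions at an unadjusted p under 0.05 (913, against 495 to 668 in the others). Ranked by −log10 p, 1 of the 10 splits, again the real one, gave as many as 63 regions with an adjusted p under 0.05, and the other splits gave 0, with 378 to 602 regions at an unadjusted p under 0.05 against 1406 in the real one. With so few splits, chance and genotype cannot be told apart. All 63 regions moved in the same direction when ranked by fold, and 62 had an unadjusted p under 0.05 there. Fold and p of a peak come from the same fragments and background, so this is not an independent check of the calls. The 6 regions that follow, the first 3 in each direction by adjusted p, were singled out after their values were seen. By fold their adjusted p ran from 0.293 to 0.314, and by −log10 p with GC correction from 0.00278 to 0.0251 (limma). The strongest region of lower rank spanned 70474239 to 70475378 on chromosome 14, 1874 bp from the start of Egr3 (difference of −1.58 ± 0.20 SE in normal score; limma, adjusted p = 0.00225), followed by the promoters of Arhgef3 (−1.60 ± 0.26 SE; limma, adjusted p = 0.0134) and Tnfaip8l1 (−1.28 ± 0.21 SE; limma, adjusted p = 0.0152). Those of higher rank were led by an intergenic site 22741 bp from Aacs (1.51 ± 0.20 SE; limma, adjusted p = 0.00293), an intron of Asap2 (1.56 ± 0.24 SE; limma, adjusted p = 0.0110) and the promoter of Fkbp5, which responds to glucocorticoids (1.57 ± 0.24 SE; limma, adjusted p = 0.0110). In each of these 6 regions the 3 libraries of one genotype lay on one side of those of the other.

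Technical sources were weighed for these 63 regions. The rank difference by fold rose weakly with GC content across regions (Spearman rho of 0.11, across regions that are not independent replicates). After correction for GC content 73.0% of the 63 regions were still called, which argues against GC content as the whole cause. Sequence carried along with the inactivated genes would concentrate changes near them. Within 10 Mb of Atm or Aptx, 12.5% of 272 regions had an unadjusted p under 0.05, against 11.8% elsewhere. Of the 63 called regions, 3 lay within that distance (1.10% of regions there) and 60 elsewhere (0.517% of 11612 regions), which argues against it as the main source and leaves it open for those 3.

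Gene sets gave no clear answer. The promoters of Cdkn1a and Phlda3, both p53 targets, were among the regions of higher rank (differences of 0.91 and 1.01 in normal score; limma, adjusted p = 0.0496 and 0.0423), singled out after their values were seen. By fold their adjusted p was 0.658 and 0.411, and after GC correction 0.0457 and 0.147, so Phlda3 was no longer called (limma). A list of 28 other p53 targets, 21 of them with a peak in all lists, lay at percentile 75.3 of random lists by −log10 p and at 98.2 by fold, with 11 higher and 10 lower by −log10 p and 14 higher and 7 lower by fold. The medians of the libraries were higher in double mutants by 6.54 percentile points by −log10 p and 13.6 by fold (exact permutation test, p = 0.1 for both, the smallest possible), so a general rise of p53 targets can neither be claimed nor excluded. By −log10 p, 6 oligodendrocyte promoters lay at percentile 98.6 and 5 astroglial promoters at 98.7, but by fold at 88.1 and 92.0, inside the middle 95% of random lists. The direction was alike in both rankings, with 5 oligodendrocyte promoters higher and 1 lower and 4 astroglial promoters higher and 1 lower. The medians of the libraries were higher in double mutants by 14.6 percentile points by fold and 12.5 by −log10 p for oligodendrocyte promoters (exact permutation test, p = 0.1 for both), and by 6.46 and 6.15 for astroglial promoters (exact permutation test, p = 0.3 and 0.1). Cells of these types are part of the cerebellum, the genes are few and only one ranking places them outside random lists, so a larger glial share is neither shown nor excluded. Only 1 of 16 microglia genes had a promoter peak in all lists, and its place at percentile 41.5 decides nothing. None of these lists shares a gene with the Purkinje list.

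The rank of both inactivated genes was higher in double mutants, by 19.8 percentile points at Atm and 19.9 at Aptx when ranked by fold, the largest differences among the 17 named promoters in that ranking. Ranked by −log10 p they were 5.50 and 5.63, below Aff1 at 19.2, Ube2e2 at 13.3 and Cntn4 at 7.82. The difference by fold at Atm was 11.7 without double mutant 2. No explanation was tested, and neither passes a threshold.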
